A study of Mus musculus with 6 samples.

How the data were processed

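Single-nucleus RNA sequencing was performed on dissected, frozen striatum of 3 wild-type mice and 3 mice heterozygous for Celsr3, the gene of a seven-pass cadherin, with 1 library per biological replicate, taken to be 1 mouse. Per the labels' protocols, the libraries were made with the 10x Genomics 3′ v3.1 chemistry and all 6 were sequenced together on 1 lane. The labels name no sex, age, strain, litter or preparation batch. The aligner, the counting program, the use of strand in counting, the genome build, the annotation and the filters on nuclei were not stated, so no coordinates are given.

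The values deposited by the authors in a single table of 24841 genes and 48834 nuclei were treated as a score: a depth-corrected UMI value per gene and nucleus, rounded to whole numbers. This unit was read from the values, since the labels state no normalization. The total per nucleus varied by a coefficient of variation of 10.7%, from 4523 to 10638. In 10.0% of the nuclei, 10 or more of the 13152 genes with a mean below 0.05 stood at 2 or 3 and none at 1, a pattern that raw UMI counts do not give. The original depth of each nucleus is therefore unknown, and the number of genes detected per nucleus, 1284 to 5263, was used in its place. No counting intervals were computed. All columns mapped to a library by name.

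The comparisons, tests, marker lists, gene lists and rule for named genes were fixed before the data were examined, and the tests assumed raw counts. Because the unit differed, each gene's mean value per nucleus was computed per library and class, transformed as log2(mean + 0.01) and tested with limma 3.58.1 (trended empirical Bayes, R 4.3.3), heterozygous against wild type, 3 libraries per group and no covariate. Fold changes are on this log2(value + pseudocount) scale, which understates the change of low genes. Genes were tested where the mean over libraries was at least 0.02 per nucleus and the summed value averaged at least 30 per library. P values were adjusted with the Benjamini-Hochberg method within each population, and an adjusted p under 0.05 was called changed. Every adjusted p of a gene or D1-against-D2 difference given in the text comes from these limma fits. The difference of the genotype effect between classes was tested in 1 limma model over both classes with the library as a block. Gene lists were tested with fry in limma, adjusted over 9 tests (3 lists in 3 populations), with camera at an estimated correlation as an alternative. Lists of 12 ventral striatal genes and of 4 genes that escape X inactivation were added after the data were seen and were adjusted over their own 6 tests.

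Clusters came from 2000 variable genes, 30 principal components, a shared-neighbour graph of 15 neighbours and Leiden clustering at resolution 1.0 (igraph 0.11.9, scanpy 1.11.5, scikit-learn 1.9.0, Python 3.11.15), which gave 44 clusters over all 6 libraries. A cluster was called X-like from the fixed marker lists (146 entries, all listed in the table). Naming required at least 3 markers over 2-fold above the other nuclei at a mean above 0.1 and, in addition, 40% of the class's markers or 1 of them among the cluster's top 10 genes by fold. A cluster stayed unnamed where another class had 50% of its markers and at least as many of them in the top 10, or more of them in the top 10 alone. These thresholds were set after the clusters were seen and before any genotype comparison. Classes with at least 20 nuclei in every library were tested, which left 14 classes. Fibroblast-like, ependymal-like and choroid plexus-like nuclei were compared by share only. The nuclei of D1 MSN-like and D2 MSN-like clusters kept their class in 97.6% of cases when each was called by its own markers. Drd1, Drd2 and other dopamine-list genes were also markers that named these classes, so their values within a class are not independent of its definition.

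Scrublet, run per library in scanpy with an expected rate of 0.06, called 0.127% to 0.811% of nuclei as doublets, below 0.5% in 4 of the 6 libraries, so its automatic threshold had not worked. Nuclei with a doublet score above 0.25, and all nuclei of 7 clusters with over 40% of such nuclei, were left out instead: 944 nuclei (1.93%), which left 47890. These limits were also set after the clusters were seen. The largest of these clusters, of 259 nuclei, was led by Mrc1 and F13a1 and could not be told from a cell type of its own. The planned minimum of 500 genes per nucleus and the stricter one of 1000 removed no nucleus. None of the planned sex-linked and mitochondrial genes was among the genes listed, so these could not be analysed.

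Shares of nuclei per class and medians of genes and totals per nucleus were compared with two-sided exact permutation tests, which cannot give a p below 0.1 with 3 against 3 libraries.

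The genes named in the text followed the fixed rule. Celsr3 was named in every population where it was tested. Among called genes whose groups did not overlap, the largest changes were named, up to 5 per direction in all nuclei, 3 in D1 MSN-like and D2 MSN-like nuclei and in the test between them, and 2 in each other class. Where no gene was called, the 3 of smallest unadjusted p were named. Drd1, Drd2, Drd3 and members of the fixed lists with an adjusted p under 0.05 over the list alone were also named. A gene that the rule selects is not reported here. Other genes named in the text were chosen after their values were seen.

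The gene test was checked on simulated data with the real libraries' means and spread, with 200 changed genes in each of 5 draws. At a 2-fold change it recovered 92.8% of the changed genes in all nuclei (14395 genes), 94.8% in D1 MSN-like nuclei (13428 genes) and 95.3% in D2 MSN-like nuclei (12746 genes). At a 1.5-fold change it recovered 49.1%, 49.4% and 51.7% in those populations. The smallest recovery at a 2-fold change was 55.9%, in OPC-like nuclei (5195 genes), and in glutamatergic neuron-like nuclei (13152 genes) it was 70.6% at a 2-fold and 0% at a 1.5-fold change. The share of calls that were false was 5.04% to 7.96% in all nuclei, D1 MSN-like and D2 MSN-like nuclei, above the nominal 5%, and reached 23.1% where few calls were made (OPC-like nuclei at a 1.5-fold change).

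The alternatives fixed in advance that were run were scaling of the libraries by median-ratio size factors, no filter on low values, each library left out in turn, the replicate number as a block, doublets kept, clusters at resolution 0.5, D1 or D2 called per nucleus, the mean over nuclei of each nucleus scaled to CPM, all nuclei without glutamatergic neuron-like nuclei, camera for lists, and neuron-like nuclei as the denominator for shares. Alternatives added after the data were seen were pseudocounts of 0.001 and 0.05, an equal total per nucleus, every cluster with at least 5 nuclei in every library at the same weight, nuclei matched on genes per nucleus in bins of 200, limma array weights, no nuclei with the value pattern of low depth, no antisense genes, limma on the logit of shares, and D1 or D2 called per nucleus for the D1-against-D2 test. The matching on genes per nucleus was done within each cluster, so it also set the same mix of clusters in every library. Gene order and biotypes were taken from GENCODE M21 (GRCm38) by symbol (24231 symbols, 97.5%, matched), only to find neighbouring, overlapping and antisense genes.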

Results

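Nuclei from the striatum of 3 wild-type mice and 3 mice heterozygous for Celsr3 were profiled to ask how the loss of 1 copy of Celsr3 changes gene expression and cell composition in a brain region that receives dopamine input. The table held 7735, 7890 and 8081 nuclei of wild-type replicates 1, 2 and 3 and 7890, 8363 and 8875 nuclei of heterozygous replicates 1, 2 and 3, of which 47890 in all were kept. The median number of genes per nucleus was 2436.5, 2910 and 2827 in the wild-type libraries and 2885.5, 3002 and 2840 in the heterozygous ones. The group means of these medians were 2724.5 ± 253 and 2909 ± 83.6 (SD, n = 3 each), a difference within the spread between libraries (exact permutation p = 0.4, two-sided). The median depth-corrected total per nucleus averaged 6696.5 ± 264 in wild-type and 6869 ± 152 in heterozygous libraries (SD, n = 3 each; exact permutation p = 0.5, two-sided). The depth before this correction is unknown. The log2 mean values of any pair of libraries correlated across genes at 0.980 to 0.990.

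The targeted gene, Celsr3, was examined first. In all nuclei its mean value per nucleus was 0.0746, 0.1001 and 0.108 in wild-type replicates 1, 2 and 3 and 0.0615, 0.0694 and 0.0649 in heterozygous replicates 1, 2 and 3. The group means were 0.0943 ± 0.0175 and 0.0653 ± 0.00400 (SD, n = 3 each), so the heterozygous mean was 69.2% of the wild-type mean. In D1 MSN-like nuclei (medium spiny neurons with the markers of the direct pathway) the means were 0.167 ± 0.0153 and 0.0936 ± 0.0135 (SD, n = 3 each), a ratio of 56.2%. In D2 MSN-like nuclei they were 0.130 ± 0.0218 and 0.0815 ± 0.0122 (SD, n = 3 each), a ratio of 62.5%. In glutamatergic neuron-like nuclei they were 0.223 ± 0.0415 and 0.131 ± 0.0146 (SD, n = 3 each), a ratio of 59.1%. In each of these 4 populations the 3 heterozygous libraries lay below all 3 wild-type libraries. GABAergic interneuron-like nuclei differed by less than the spread between libraries, at 0.142 ± 0.0346 and 0.128 ± 0.0350 (SD, n = 3 each). Clusters within this class and within glutamatergic neuron-like nuclei were unevenly mixed. Before doublets were left out, heterozygous replicate 1 gave 38.6% of cluster 23 and 14.9% of cluster 24 (GABAergic interneuron-like). It gave 47.9% of cluster 14 and 0% of cluster 22 (glutamatergic neuron-like). Equal cluster weights were run only in all, D1 MSN-like and D2 MSN-like nuclei.

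On the log2 scale Celsr3 changed by -0.46 ± 0.14 (SE) in all nuclei, -0.77 ± 0.13 in D1 MSN-like, -0.61 ± 0.16 in D2 MSN-like, -0.71 ± 0.17 in glutamatergic neuron-like and -0.14 ± 0.25 in GABAergic interneuron-like nuclei. None of these passed the adjustment over all genes tested, with adjusted p of 0.457, 0.141, 0.296, 0.781 and 0.985. An adjustment over only the 4 populations fixed in advance for Celsr3, chosen after the values were seen, gave 0.0162 in all nuclei, 0.00109 in D1 MSN-like, 0.00691 in D2 MSN-like and 0.591 in GABAergic interneuron-like nuclei by limma. Over its alternatives the adjusted p of Celsr3 in D1 MSN-like nuclei ranged from 0.0135 with limma array weights (-0.79) to 0.496 without wild-type replicate 3 (-0.72), the alternative that moved it most. The change passed the threshold with array weights and without wild-type replicate 1. Without heterozygous replicate 2 the change in GABAergic interneuron-like nuclei turned to 0.015. Celsr3 did not reach the filter for a test in the other 10 classes. Its change did not differ between D1 MSN-like and D2 MSN-like nuclei (difference -0.16 ± 0.13 SE, adjusted p = 0.947).

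**Figure D1:**
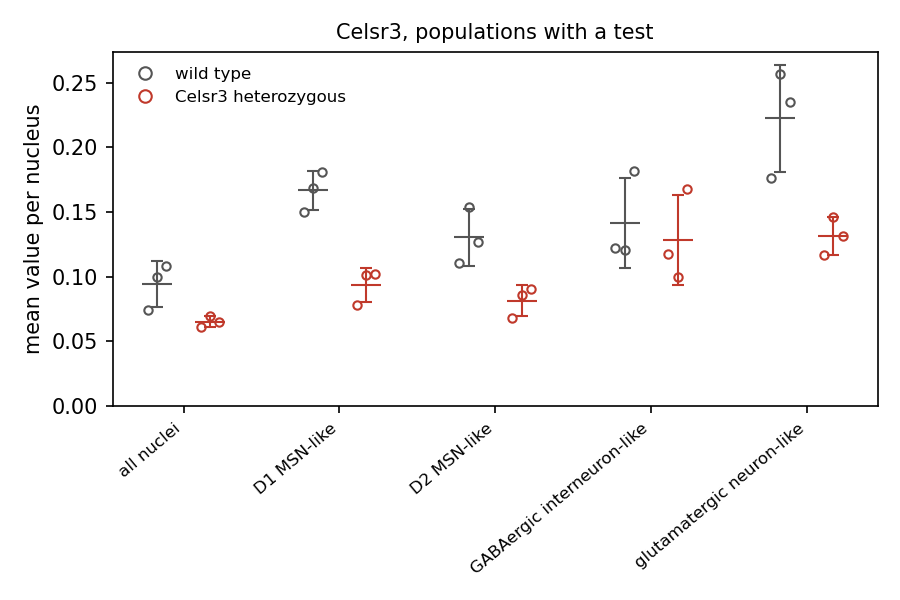
Mean depth-corrected value of Celsr3 per nucleus (y axis, in deposited units) in the 5 populations where it was tested (x axis); circles are libraries, the long dashes group means and the bars 1 SD, with 3 libraries per group. The heterozygous libraries lay below all wild-type libraries in all nuclei and in D1 MSN-like, D2 MSN-like and glutamatergic neuron-like nuclei, and overlapped them in GABAergic interneuron-like nuclei.

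The genotype comparison across genes asked which transcripts differed in the whole striatum and within classes. Over all nuclei, limma called 0 of 14395 tested genes at an adjusted p under 0.05 (smallest 0.437). At an unadjusted p under 0.05 there were 1434 genes (910 higher and 524 lower in heterozygous libraries), where 5% of those tested is 720. The groups did not overlap for 2776 genes, or 19.3%, against the 10% that chance gives. The direction of these differences depended on the scaling: 63.5% of the genes with an unadjusted p under 0.05 were higher with the values as deposited and 27.4% after scaling by size factors, which moved the median log2 change of all genes from 0.07 to 0.01. With nuclei matched on genes per nucleus, the alternative that moved the count most, 21 genes were called (1 higher, 20 lower). This matching was done within each cluster and kept 3535 nuclei per library. The effects of depth and of the mix of clusters were therefore not separated in it. The 3 genes of smallest unadjusted p, none of which passed the adjustment (adjusted p = 0.437 each), were 4930512B01Rik (-0.53 ± 0.07 SE), Gm10538 (-0.53 ± 0.08) and Rpl29 (-1.12 ± 0.17). The mean value of Rpl29 fell from 0.419 ± 0.103 to 0.184 ± 0.0174 (SD, n = 3 each). Rpl29 has processed pseudogenes, and reads shared with them were not separated here. It lies near Celsr3, 59 tested genes away in all nuclei. Rpl29 and 4930512B01Rik passed the adjustment with matched nuclei. The use of strand in counting is not stated, so genes annotated as antisense to another gene are uncertain. Such genes were 6.50% of those tested in D1 MSN-like nuclei and 51.4% of the 562 that were lower there at an unadjusted p under 0.05.

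In D1 MSN-like nuclei 2 of 13428 genes were called, both higher in heterozygous libraries, and 1347 had an unadjusted p under 0.05, where 5% of those tested is 671. Mid1, which is annotated on the X chromosome, rose from a mean value of 0.0342 ± 0.00590 to 0.230 ± 0.0292 (SD, n = 3 each), a log2 change of 2.44 ± 0.15 (SE, adjusted p = 0.000632). Gm15726, which is annotated within Mid1 on the opposite strand, rose from 0.00196 ± 0.00121 to 0.0442 ± 0.00533 (SD, n = 3 each), a log2 change of 2.18 ± 0.18 (SE, adjusted p = 0.00517). Reads of these overlapping genes could not be separated without the strand, so Gm15726 is uncertain. In D2 MSN-like nuclei 1 of 12746 genes was called and 1077 had an unadjusted p under 0.05, where 5% of those tested is 637. This gene was again Mid1, which rose from 0.0290 ± 0.00992 to 0.207 ± 0.0232 (SD, n = 3 each), a log2 change of 2.50 ± 0.19 (SE, adjusted p = 0.00229). For Mid1 all 3 heterozygous libraries lay above all 3 wild-type libraries in both classes, and its change did not differ between them (difference -0.06 ± 0.15 SE, adjusted p = 0.984). Its neighbour Hccs was lower in heterozygous libraries in both classes (means of 0.253 and 0.205 in D1 MSN-like and 0.340 and 0.251 in D2 MSN-like nuclei).

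Leaving out 1 library changed both counts. Without wild-type replicate 1 there were 214 called genes in D1 MSN-like and 118 in D2 MSN-like nuclei, and with limma array weights 508 and 165. Without heterozygous replicate 1 the count in D1 MSN-like nuclei fell to 1. Without heterozygous replicate 2 the counts fell to 1 and 0, and the adjusted p of Mid1 in D2 MSN-like nuclei rose to 0.0677, in a range of 3.72e-05 to 0.0677 over its alternatives. Size-factor scaling gave 5 called genes in D1 MSN-like nuclei (2 higher, 3 lower) and 3 in D2 MSN-like nuclei (1 higher, 2 lower). It moved the share of higher genes among those with an unadjusted p under 0.05 from 58.3% to 34.4% in D1 MSN-like and from 47.8% to 32.7% in D2 MSN-like nuclei.

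**Figure D2:**
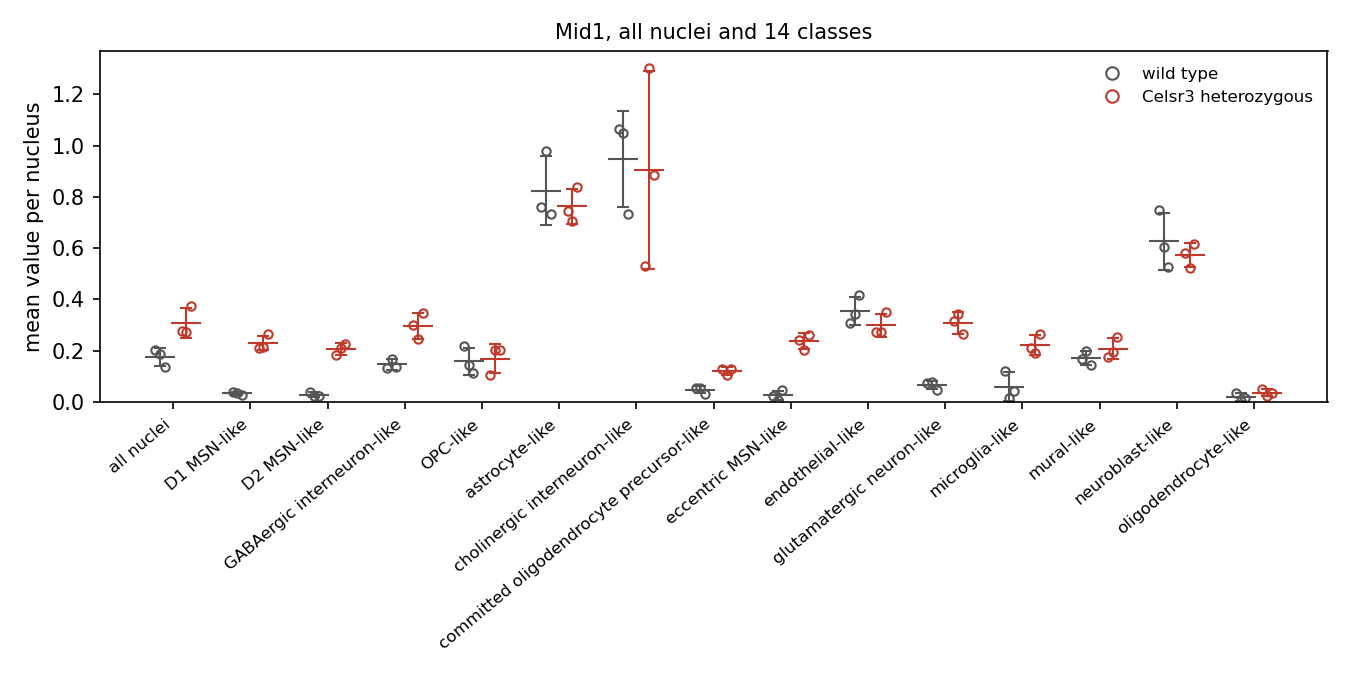
Mean depth-corrected value of Mid1 per nucleus (y axis, in deposited units) in all nuclei and in the 14 classes (x axis); circles are libraries, the long dashes group means and the bars 1 SD, with 3 libraries per group. The mean rose from 0.0342 to 0.230 in D1 MSN-like and from 0.0290 to 0.207 in D2 MSN-like nuclei, while the groups overlapped in classes such as the astrocyte-like nuclei, where it went from 0.824 to 0.763.

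In each of the other 12 classes limma called 0 genes with the main settings. The numbers of genes with an unadjusted p under 0.05 were 574 of 8910 in GABAergic interneuron-like, 230 of 5195 in OPC-like (oligodendrocyte precursor cell), 690 of 10992 in astrocyte-like, 76 of 1429 in cholinergic interneuron-like, 166 of 2765 in committed oligodendrocyte precursor-like and 335 of 6728 in eccentric MSN-like nuclei. They were 184 of 5423 in endothelial-like, 681 of 13152 in glutamatergic neuron-like, 438 of 8173 in microglia-like, 77 of 1675 in mural-like, 196 of 4377 in neuroblast-like and 617 of 11359 in oligodendrocyte-like nuclei. Size-factor scaling moved the share of higher genes among them by over 10 percentage points in OPC-like (56.5% to 38.4%), astrocyte-like (46.7% to 34.2%), glutamatergic neuron-like (31.3% to 21.1%) and mural-like nuclei (61.0% to 47.4%). Without heterozygous replicate 3, 17 genes were called in microglia-like, 3 in oligodendrocyte-like and 2 in neuroblast-like nuclei, and without heterozygous replicate 1, 5 in glutamatergic neuron-like and 1 in oligodendrocyte-like nuclei. Without wild-type replicate 1, 4 were called in microglia-like and 1 each in astrocyte-like, endothelial-like and oligodendrocyte-like nuclei.

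None of the 3 genes of smallest unadjusted p in each of these classes passed the adjustment with the main settings. The smallest adjusted p was 0.108 for Aste1 (-0.92 ± 0.12 SE), Iqcf3 (1.23 ± 0.16) and Gm12828 (-0.79 ± 0.11) in oligodendrocyte-like nuclei, which passed with array weights. Aste1 is also near Celsr3, 68 tested genes away in all nuclei. In glutamatergic neuron-like nuclei Mid1 changed by 2.09 ± 0.20 (adjusted p = 0.115), Gm14377 by -0.99 and 1700080N15Rik by -0.80. In microglia-like nuclei Rpl29 changed by -1.28 ± 0.20 (adjusted p = 0.192), Gm32036 by -0.58 and Aste1 by -1.08. In eccentric MSN-like nuclei Gm28750 changed by -0.94 (adjusted p = 0.297), Hccs by -1.09 and Lrrtm1 by -0.72. In GABAergic interneuron-like nuclei Gm35188 changed by -0.84, Gm26936 by -0.88 and Gm26749 by -0.69 (adjusted p = 0.255 each). In astrocyte-like nuclei 9630013A20Rik changed by -0.70, Gm26936 by -0.88 and Gm48742 by -0.66 (adjusted p = 0.368 each).

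In the remaining classes the adjusted p of these genes was 0.402 or higher. They were Hs6st3 (-1.02), Nkain2 (0.64) and Nrg1 (-0.76) in committed oligodendrocyte precursor-like, Plcb4 (0.97), Ano1 (0.72) and Klf9 (0.80) in mural-like, and Zbtb16 (1.85) and Rpl29 (-1.22) in endothelial-like nuclei. The others were Gria2 (0.72), Pde1c (1.25) and Dab1 (0.93) in cholinergic interneuron-like, Tnfrsf19 (-1.17), Egfr (-0.79) and Slc16a4 (-0.83) in neuroblast-like, and Gm48321 (-1.22), Zfhx4 (1.35) and 4932443L11Rik (-0.67) in OPC-like nuclei. Of the genes named in these 12 classes, Gm28750, Zbtb16 and, in endothelial-like and microglia-like nuclei, Rpl29 passed with no filter on low values, and Zbtb16 with array weights. Both Zbtb16 and Rpl29 in endothelial-like nuclei also passed with the replicate number as a block. Without wild-type replicate 1 Zbtb16 passed, as did Rpl29 in microglia-like nuclei without heterozygous replicate 3.

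Whether the genotype effect differed between D1 MSN-like and D2 MSN-like nuclei was tested directly. Of 12693 genes tested in both, 7 were called, 6 with a change that was higher in D1 MSN-like nuclei and 1 with a lower one. There were 670 genes with an unadjusted p under 0.05, where 5% of those tested is 635. The largest were Zfp804b (0.95 ± 0.16 SE, adjusted p = 0.0428), Trp53inp1 (0.80 ± 0.15, adjusted p = 0.0453) and Csgalnact1 (0.76 ± 0.14, adjusted p = 0.0453), and the lower one was Foxp2 (-0.33 ± 0.05, adjusted p = 0.0141). The count moved most without heterozygous replicate 3, to 34, and was 0 without heterozygous replicate 1 and with no filter on low values. It was 15 without wild-type replicate 1, 4 without wild-type replicate 2, 6 without wild-type replicate 3 (2 of them among the 7) and 2 without heterozygous replicate 2. With D1 or D2 called per nucleus, an alternative chosen after the data were seen, it was 1 (Foxp2). Zfp804b and Foxp2 were also among the top 10 genes of clusters outside both classes.

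The dopamine list of 28 genes, fixed in advance, tested whether dopamine signalling genes moved together. Its mean log2 change was 0.04 in all nuclei (24 genes tested, 13 higher), 0.12 in D1 MSN-like nuclei (23 tested, 18 higher) and 0.10 in D2 MSN-like nuclei (22 tested, 17 higher). The fry adjusted p over 9 tests was 0.809, 0.300 and 0.436, and camera gave 0.787 for each. The mean in all nuclei turned negative under size-factor scaling (-0.031). Adjusted over the list alone, 1 gene of the dopamine list passed in D1 MSN-like nuclei and 0 in D2 MSN-like or all nuclei, against 0 adjusted over all genes tested by limma in each of them.

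That gene was Drd3, whose mean value in D1 MSN-like nuclei was 0.0988 ± 0.0253 in wild-type and 0.190 ± 0.0335 in heterozygous libraries (SD, n = 3 each). This was a log2 change of 0.89 ± 0.19 (SE), with an adjusted p of 0.0285 over the list alone and 0.218 over all genes tested. In D2 MSN-like nuclei the means were 0.0341 ± 0.00349 and 0.0772 ± 0.0294 (SD, n = 3 each), a log2 change of 0.92 ± 0.25 (SE, adjusted p = 0.0974 over the list alone and 0.307 over all genes tested). In all nuclei the log2 change was 0.77 ± 0.22 (SE, adjusted p = 0.457). All 3 heterozygous libraries lay above all 3 wild-type libraries in each of these populations. With array weights Drd3 passed the adjustment over all genes in both classes. A list of 12 genes of the ventral striatum, chosen after the data were seen, had a mean log2 change of 0.25 in D1 MSN-like and -0.0036 in D2 MSN-like nuclei. Drd1 in D1 MSN-like nuclei went from 0.975 ± 0.120 to 1.07 ± 0.111 and Drd2 in D2 MSN-like nuclei from 3.92 ± 0.307 to 4.07 ± 0.327 (SD, n = 3 each), both within the spread between libraries (adjusted p = 0.682 and 0.902). In the other class Drd1 changed by 0.30 (D2 MSN-like nuclei, adjusted p = 0.653) and Drd2 by 0.33 (D1 MSN-like nuclei, adjusted p = 0.424). In all nuclei they changed by 0.18 and -0.11 (adjusted p = 0.650 and 0.829). Without wild-type replicate 1, the change of Drd2 in D2 MSN-like nuclei turned from 0.05 to -0.011. In all nuclei that of Drd2 turned to 0.13 without wild-type replicate 2.

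**Figure D3:**
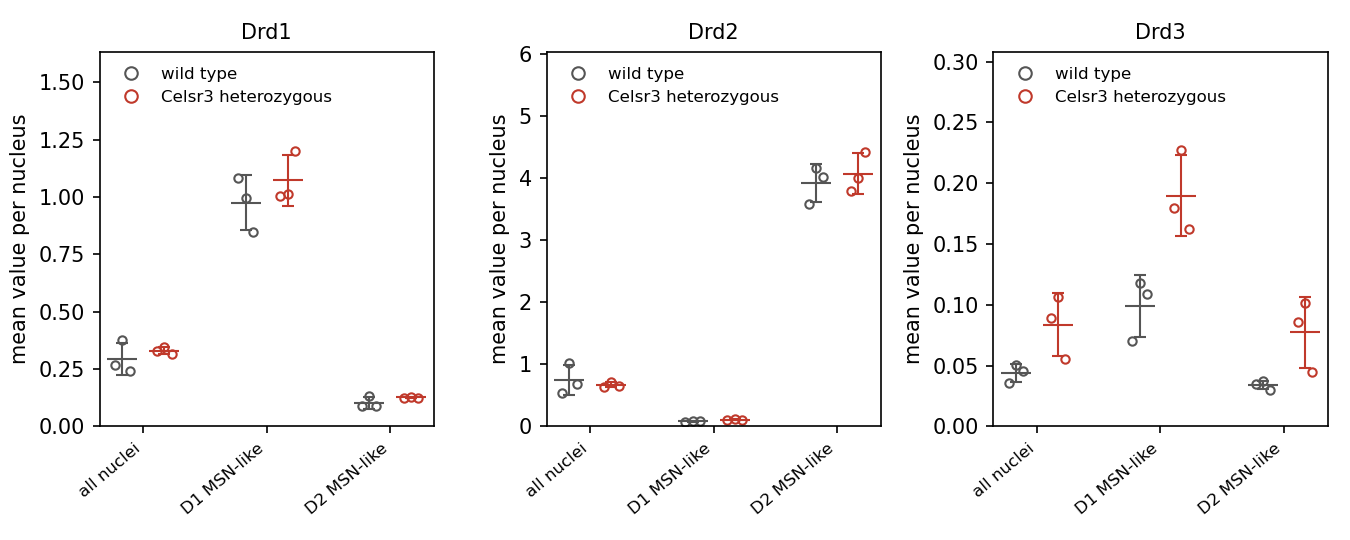
Mean depth-corrected values of Drd1, Drd2 and Drd3 per nucleus (y axes, in deposited units) in all nuclei, D1 MSN-like and D2 MSN-like nuclei (x axes); circles are libraries, the long dashes group means and the bars 1 SD, with 3 libraries per group. For Drd3 the heterozygous libraries lay above the wild-type libraries in each population, with means of 0.190 and 0.0988 in D1 MSN-like nuclei.

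The list of 14 planar cell polarity genes, partners of Celsr3 without Celsr3 itself, had a mean log2 change of 0.07 in all nuclei (13 tested, 10 higher), 0.14 in D1 MSN-like (9 tested, 8 higher) and 0.04 in D2 MSN-like nuclei (9 tested, 5 higher). The fry adjusted p was 0.402, 0.300 and 0.528. Without heterozygous replicate 1 the list in D1 MSN-like nuclei passed the threshold (adjusted p = 0.0394, in a range of 0.0394 to 0.787 over its alternatives). Adjusted over the list alone, 0 of its genes passed in each population, and 0 over all genes tested. The list of 14 immediate early genes, which respond to activity and handling, had a mean log2 change of 0.16 in all nuclei (12 tested, 9 higher), 0.30 in D1 MSN-like (12 tested, 10 higher) and 0.32 in D2 MSN-like nuclei (11 tested, 8 higher), with a fry adjusted p of 0.673, 0.528 and 0.528. In all nuclei its mean turned to -0.10 without wild-type replicate 1. Leaving out single libraries gave 0.015 to 0.52 in D1 MSN-like and 0.072 to 0.54 in D2 MSN-like nuclei. Camera gave an adjusted p of 0.787 or higher for every list. Adjusted over the list alone, 1 immediate early gene passed in D2 MSN-like nuclei: Junb rose from 0.133 ± 0.0217 to 0.219 ± 0.0257 (SD, n = 3 each), with an adjusted p of 0.00954 over the list and 0.167 over all genes tested. Junb passed the latter with array weights.

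The share of nuclei in each class was compared to ask whether cell composition differed. The libraries of the groups overlapped in each class. The smallest exact permutation p was 0.2 (two-sided; adjusted p = 0.85 over 17 classes), in mural-like nuclei with 0.701% ± 0.0940 and 0.571% ± 0.0585 of wild-type and heterozygous libraries (SD, n = 3 each). The smallest p that this design allows is 0.1, so no share could be called by this test. D1 MSN-like nuclei made up 17.6% ± 4.94 and 17.9% ± 2.55 and D2 MSN-like nuclei 16.1% ± 4.64 and 13.8% ± 1.63 of the nuclei of wild-type and heterozygous libraries (SD, n = 3 each). Glutamatergic neuron-like nuclei ranged from 3.47% to 19.9% of a library and OPC-like nuclei from 0.376% to 3.41%. Choroid plexus-like nuclei were found in 3 libraries (0.830%, 0.684% and 1.44%) and not in the other 3. The 5 unnamed clusters held 7.96% ± 2.63 of the nuclei of wild-type and 11.4% ± 6.49 of those of heterozygous libraries (SD, n = 3 each; exact permutation p = 0.5, two-sided). They were clusters 7 (3.91% and 6.64% of nuclei in the wild-type and heterozygous means), 12 (3.12% and 2.40%), 26 (0.831% and 0.669%), 28 (0.02545% and 1.06%) and 35 (0.0636% and 0.661%).

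**Figure D4:**
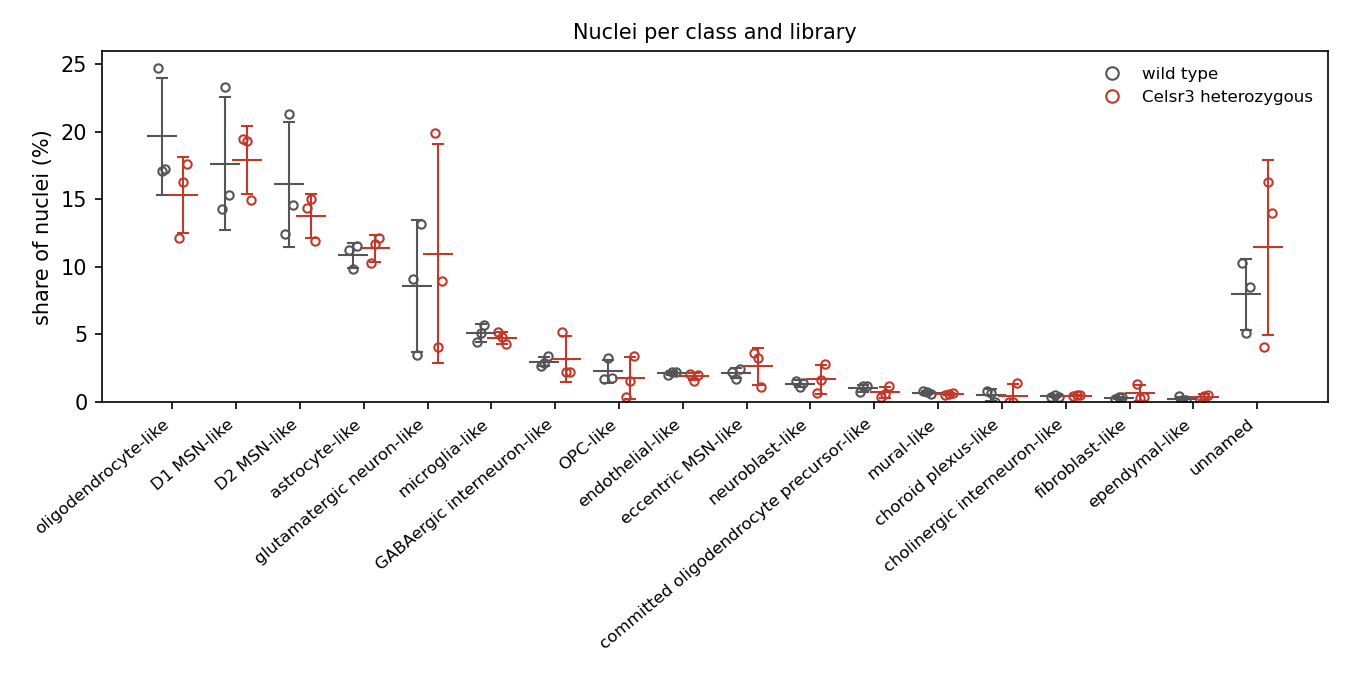
Share of each library's nuclei in each class (y axis, percent; x axis, 17 classes and the unnamed clusters together); circles are libraries, the long dashes group means and the bars 1 SD, with 3 libraries per group. The groups overlapped in each class, and single libraries spread widely, from 3.47% to 19.9% for glutamatergic neuron-like nuclei.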

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

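The D1-against-D2 test was planned. The tests of explanations for it, with every cluster at the same weight with nuclei matched on genes per nucleus and with D1 or D2 called per nucleus, and the count over other splits were chosen after its result was seen.

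The genotype effect differed between D1 MSN-like and D2 MSN-like nuclei for 7 genes, by a test of the difference itself. The difference, as the log2 change in D1 MSN-like minus that in D2 MSN-like nuclei, was -0.33 for Foxp2, 0.95 for Zfp804b, 0.54 for Inpp4b, 0.45 for Prr16, 0.76 for Csgalnact1, 0.57 for Tafa2 and 0.80 for Trp53inp1. The limma adjusted p was 0.0141 for Foxp2, 0.0428 for Zfp804b and 0.0453 for each of the other 5. For each gene the D1 minus D2 values of the 3 heterozygous libraries lay on one side of those of the 3 wild-type libraries. None of the 7 was called within a single class, where the smallest adjusted p was 0.248 (Foxp2 in D2 MSN-like nuclei, log2 change 0.40). Inpp4b, Prr16 and Tafa2 fall outside the rule for named genes, which takes the 3 largest changes per direction, and were named after their values were seen.

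A different mix of clusters as the whole source of the sizes was argued against: with every cluster at the same weight in every library the median size of the 7 differences was 100.3% of the main one, and all 7 kept an unadjusted p under 0.05. A difference in depth was argued against in the same way, with a median of 110.9% after matching nuclei on genes per nucleus. The calls were less stable than the sizes: 1 of the 7 genes passed the adjustment with equal cluster weights, 3 with matched nuclei and 1 (Foxp2) with D1 or D2 called per nucleus. Without heterozygous replicate 3, 34 genes were called and without wild-type replicate 1, 15, all 7 among them each time. Without heterozygous replicate 1, 0 were called, without heterozygous replicate 2, 2 and without wild-type replicate 2, 4 (3 of them among the 7). Without wild-type replicate 3, 6 were called, of which only Foxp2 and Prr16 were among the 7. Of the 10 splits of the 6 libraries, 2 gave at least 7 genes, so chance cannot be excluded. Some of these genes also mark other clusters: Zfp804b was among the top 10 genes of an unnamed cluster that held 13.8% of the nuclei of heterozygous replicate 2, Foxp2 among those of the eccentric MSN-like cluster and Tafa2 among those of a glutamatergic neuron-like cluster. Nuclei at the border of classes remain an open explanation, as do differences in dissection or preparation and a biological effect of the genotype, and a candidate explanation could not be chosen among them.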

How the results depend on the processing

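The pseudocounts, the equal total per nucleus, the equal weight of clusters, the matching on genes per nucleus, the array weights, the omission of shallow nuclei or antisense genes, the logit test of shares and, for the D1-against-D2 test, the call of D1 or D2 per nucleus were chosen after the data were seen; the other alternatives were planned.

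Of 1536 values under alternatives, 1388 kept their direction and their side of the threshold or, for counts, stayed within 1.5 times. Of 49 comparisons, 23 did so under every alternative run. Of these, 11 were shares and medians per nucleus, whose exact p cannot pass the threshold with 3 libraries per group, so their side of it was fixed by the design. Among the other 12 were Celsr3 in all nuclei (log2 change -0.61 to -0.32), D2 MSN-like (-0.80 to -0.45) and glutamatergic neuron-like nuclei (-0.86 to -0.58). Of 59 single genes, 36 kept theirs, 13 moved past the threshold under some alternative, 8 fell below it and 2 changed sign. The cause of a change was not tested unless stated.

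Celsr3 in D1 MSN-like nuclei passed the threshold with array weights (-0.79). Leaving out single libraries gave -0.84 to -0.66, past the threshold without wild-type replicate 1. In GABAergic interneuron-like nuclei the range was -0.33 to 0.015, reversed without heterozygous replicate 2. Mid1 was called in both classes under each alternative, with log2 changes of 1.73 to 2.72 in D1 MSN-like and 1.71 to 2.84 in D2 MSN-like nuclei, except in D2 MSN-like nuclei without heterozygous replicate 2.

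Called genes in D1 MSN-like nuclei, 2 in the main setting, numbered 5 with size factors, 4 with equal cluster weights, 6 with matched nuclei, 508 with array weights, 1 without antisense genes (by construction, as Gm15726 is antisense) and 1 to 214 with single libraries left out. In D2 MSN-like nuclei, 1 in the main setting, they numbered 3 with size factors, 2 with no filter, 2 with doublets kept, 2 with matched nuclei, 2 with D1 or D2 called per nucleus, 165 with array weights and 0 to 118 with single libraries left out. In all nuclei 21 were called with matched nuclei and 0 in every other setting.

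In classes with 0 called genes, no filter gave 2 in eccentric MSN-like, 2 in endothelial-like, 1 in microglia-like and 1 in mural-like nuclei, and array weights gave 2 in endothelial-like and 9 in oligodendrocyte-like nuclei. With single libraries left out the counts ranged from 0 to 17 in microglia-like, 0 to 5 in glutamatergic neuron-like, 0 to 3 in oligodendrocyte-like, 0 to 2 in neuroblast-like, 0 to 1 in astrocyte-like and 0 to 1 in endothelial-like nuclei. The 7 genes of the D1-against-D2 test became 1 with size factors, 0 with no filter, 1 with equal cluster weights, 1 with D1 or D2 called per nucleus and 0 to 34 with single libraries left out. Each of the 7 differences kept its sign in the 14 alternatives run for this test, which did not include array weights, doublets kept, resolution 0.5 or mean CPM.

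The dopamine list in all nuclei reversed with size factors (-0.031), and with single libraries left out ranged from -0.019 to 0.14, negative without wild-type replicate 1 (-0.016), wild-type replicate 3 (-0.019) or heterozygous replicate 2 (-0.0044). The immediate early list in all nuclei ranged from -0.10 to 0.36, reversed without wild-type replicate 1. The planar cell polarity list in all nuclei ranged from -0.00034 to 0.11, reversed without heterozygous replicate 3. In D1 MSN-like nuclei it ranged from 0.054 to 0.19 over its alternatives. With single libraries left out it was 0.11 to 0.19, past the threshold without heterozygous replicate 1. Drd2 in all nuclei, -0.11 in the main setting, reversed with equal cluster weights (0.054), matched nuclei (0.057) and without wild-type replicate 2 (0.13), with -0.32 as the lowest value. Drd2 in D2 MSN-like nuclei ranged from -0.011 to 0.11, reversed without wild-type replicate 1 (-0.011) or heterozygous replicate 3 (-0.00761).

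Differences in shares, in percentage points, could not be called by the exact test. The logit test, which did not cover choroid plexus-like nuclei, called none. The share of GABAergic interneuron-like nuclei reversed among neuron-like nuclei (-0.0408) and in the logit test (-0.0226 on the log2 odds scale). With single libraries left out the differences changed sign in 8 classes, with ranges of -1.40 to 3.11 for D1 MSN-like, -4.17 to 0.284 for D2 MSN-like, -0.793 to 0.698 for GABAergic interneuron-like, -1.28 to 0.234 for OPC-like, -0.0315 to 1.05 for astrocyte-like, -0.505 to 0.216 for choroid plexus-like, -2.08 to 5.82 for glutamatergic neuron-like and -0.221 to 0.844 for neuroblast-like nuclei.

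Whether the replicate numbers pair the libraries was not settled, since differently numbered libraries were not compared. The deviations of same-numbered libraries from the group means were correlated across genes. For numbers 1, 2 and 3 the correlations were -0.04, 0.14 and -0.07 in all nuclei. They were 0.27, 0.01 and 0.18 in D1 MSN-like and 0.26, 0.05 and 0.18 in D2 MSN-like nuclei. With the number as a block, 3 genes were called in D1 MSN-like, 5 in D2 MSN-like, 2 in endothelial-like (Rpl29 and Zbtb16) and 1 in oligodendrocyte-like nuclei (Rpl29).

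Not run, since the unit is not raw counts, were the second count-based tool, the thinning of libraries and the count-based test of shares. The stricter filter on nuclei removed none and the planned sex-linked and mitochondrial genes were not among those listed, so these alternatives gave no value. Keeping every nucleus of the table was the same as keeping doublets. With 3 libraries per group, the simulated recovery of 1.5-fold changes, 49.4% in D1 MSN-like nuclei, limits what a low count shows. For 2-fold changes the simulated recovery in these nuclei was 94.8%. That value holds for 200 changed genes, and the adjustment is stricter where fewer genes change. In the real D1 MSN-like nuclei, Rpl29 (-1.11, adjusted p = 0.0579) and Parp3 (1.38, adjusted p = 0.162) changed over 2-fold without being called. Uncalled 2-fold changes are therefore not excluded.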

Other observations

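All tests of explanations in this part were chosen after the patterns were seen. Written before their own results were seen were the predictions for low values and for the genes on the other strand of antisense genes, for astrocyte RNA and Mid1, and for depth and ribosomal protein genes. The lists of ventral striatal and X-inactivation escape genes, the window sizes and the p limits for neighbouring genes were chosen after the data were seen.

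Chance cannot be excluded for any count of changed genes, since 3 against 3 libraries allow only 10 splits. As many called genes came from 3 of the 10 splits in D1 MSN-like nuclei and from 3 in D2 MSN-like nuclei, with up to 41 and 40 genes in other splits. In all nuclei and in each of the 12 classes with 0 called genes, all 10 splits trivially gave as many, and another split gave 600 genes in oligodendrocyte-like nuclei. The 41, 40 and 600 came from 1 split, of wild-type replicate 1 with heterozygous replicates 1 and 2 against the rest. It also gave 17 genes in the D1-against-D2 test. Median genes per nucleus divided the libraries alike in oligodendrocyte-like nuclei (1790, 1786 and 1810 against 1956, 1937 and 2043.5). They did not in D1 MSN-like nuclei. A difference between libraries that crosses the genotypes may therefore underlie these counts, and was not tested. In all nuclei the real split had the most genes with an unadjusted p under 0.05, 1434 against 141 to 1037 in the other 9. It did not in any of the 14 classes: another split gave 1632 against 1347 in D1 MSN-like, 1478 against 1077 in D2 MSN-like and 2162 against 617 in oligodendrocyte-like nuclei.

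Genes annotated as antisense were lower in heterozygous libraries. In D1 MSN-like nuclei the median log2 change was -0.22 for 873 antisense genes and 0.07 for 12555 other genes, a difference of -0.29. Antisense genes were 6.50% of the genes tested and 51.4% of those lower at an unadjusted p under 0.05. Size-factor scaling left the difference at -0.28. A mix of cell types as the whole cause was argued against. The difference was below -0.1 in 14 of the 14 classes (from -0.40 to -0.13). The classes share the same 6 libraries, so they are not independent results. In 11 of them all heterozygous libraries lay below all wild-type libraries. OPC-like, endothelial-like and glutamatergic neuron-like nuclei were the exceptions. Depth was argued against by matching nuclei on genes per nucleus, which gave -0.31, and low values by comparison with 10 other genes of the nearest mean value, which gave -0.28. The coding genes that overlap them on the other strand did not fall, with a median of 0.069. A difference in library preparation or in reads of the wrong strand that follows the groups cannot be told apart from the genotype, because all 6 libraries lay on their own group's side and the labels give no preparation batch. The real split gave the largest difference, 1 of 10, so chance cannot be excluded at this size. A step of library preparation may therefore lie behind many of the lower noncoding genes named in the report, and this was not resolved.

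Mid1 rose to a similar value in many classes whose wild-type value was low, such as 0.230 in D1 MSN-like, 0.237 in eccentric MSN-like and 0.223 in microglia-like nuclei. It rose less in committed oligodendrocyte precursor-like nuclei (0.0477 to 0.121), and in oligodendrocyte-like nuclei, where the wild-type value was the lowest, the groups overlapped (0.0179 to 0.0364). It did not rise where it was high, as in astrocyte-like (0.824 to 0.763) and neuroblast-like nuclei (0.626 to 0.574). RNA from astrocytes as the source was argued against, since 10 astrocyte markers fixed beforehand had a median log2 change of -0.15 in D1 MSN-like nuclei, against 2.44 for Mid1. A split of the groups by sex stayed open, since the size it would give in these nuclei is not known. The sex-linked genes planned for another alternative were not among the genes listed, so they could not be used to test it. Of 4 genes known to escape X inactivation (Kdm6a, Ddx3x, Kdm5c, Eif2s3x), 0 were higher in all heterozygous than in all wild-type libraries in D1 MSN-like nuclei, as in all nuclei, but 3 of the 4 changes in D1 MSN-like nuclei were positive. In glutamatergic neuron-like nuclei, where Mid1 also rose, the groups were apart for Kdm6a (0.563 to 0.685). The mean log2 change of these 4 genes was 0.12 in D1 MSN-like, 0.09 in D2 MSN-like and 0.06 in all nuclei (fry adjusted p = 0.289, 0.459 and 0.374). In D2 MSN-like nuclei all heterozygous libraries lay above all wild-type ones for 1 of them (Ddx3x, log2 change 0.29, adjusted p = 0.534). A change of several neighbouring genes stayed open: 2 of 6 neighbours had an unadjusted p under 0.05 in D1 MSN-like nuclei, as many as in 19.8% of windows of the genome, and 2 of 5 in D2 MSN-like nuclei (14.05%). Hccs, next to Mid1, fell in D1 MSN-like nuclei (from 0.253 to 0.205) and in D2 MSN-like nuclei (from 0.340 to 0.251). A strain variant at this locus that follows the groups may change the counting of Mid1. It was not tested, and a biological effect of the genotype stays open too.

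Genes near Celsr3 were examined because Rpl29, 59 tested genes away in all nuclei, had a heterozygous mean of 0.439 times the wild-type mean in all nuclei, 0.441 in D1 MSN-like and 0.384 in oligodendrocyte-like nuclei. Around a targeted gene, sequence of another strain could be inherited with it. With 100 tested genes on each side, 12 neighbours in all nuclei, 8 in D1 MSN-like and 11 in D2 MSN-like nuclei had an unadjusted p under 0.01, as many as in 0.406%, 3.20% and 0.467% of windows of the genome. With up to 200 genes on each side, fewer where the chromosome ended, the shares were 2.90%, 2.51% and 2.27%. With 50 on each side they were 5.31%, 49.3% and 3.38%, so the excess depended on the window, and the 3 populations share their libraries. All 3 sizes that were tried are given here. The explanation was first read from 100 genes on each side in D1 MSN-like nuclei, and the stricter condition, a share under 5% at each size and in each population, was set after all the shares had been seen. By that condition the question stays open. The pseudogenes of Rpl29 are a further open explanation.

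Drd3 was higher in heterozygous D1 MSN-like and D2 MSN-like nuclei, without passing the adjustment over all genes tested. The mix of clusters was argued against as the whole cause, since the log2 change in D1 MSN-like nuclei was 0.82 ± 0.25 (SE) with every cluster at the same weight, and depth likewise, with 0.75 ± 0.30 in matched nuclei. The rise was uneven between clusters. Of the D1 MSN-like clusters, the groups were apart in cluster 15 (0.0900 to 0.209) and overlapped in cluster 4 (0.211 to 0.370) and in cluster 3 (0.0218 to 0.0260). A different mix of nuclei within clusters therefore stays open. Free RNA spread alike over all classes was argued against as the whole cause, since the mean rose by 0.00395 in oligodendrocyte-like nuclei and by 0.0910 in D1 MSN-like nuclei. The groups were also apart in glutamatergic neuron-like (0.00651 to 0.0445), OPC-like (0.00258 to 0.0212) and oligodendrocyte-like nuclei (0.00103 to 0.00498). Free RNA as a part of the rise therefore stays open. In some other classes the mean was lower with overlapping groups, as in astrocyte-like nuclei (0.0167 to 0.00763). More tissue from the ventral striatum, where Drd3 is high, stays open. A list of 12 ventral genes had a mean log2 change of 0.25 in D1 MSN-like nuclei (8 of 9 tested genes higher) and 0.24 in all nuclei (9 of 11 higher), but -0.0036 in D2 MSN-like nuclei (4 of 9 higher). The fry adjusted p over the 6 tests of lists chosen afterwards was 0.289, 0.289 and 0.813. The mean and the median in D2 MSN-like nuclei (-0.07) were negative while fry gave the direction as up. A difference in dissection may therefore contribute in part, and a biological effect was not separated from it.

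Ribosomal protein genes were higher in wild-type replicate 1 than in the other 5 libraries. Their median deviation from the gene means, relative to other genes, was 0.54 in D1 MSN-like nuclei, where the other libraries ranged from -0.21 to 0.03. A mix of cell types was argued against, since the excess was 0.46 or more in each of the 14 classes, in which this library was the highest each time (cholinergic interneuron-like nuclei rest on 2 such genes). Depth was argued against by matched nuclei, which left 0.50 in D1 MSN-like nuclei. Handling of this 1 sample may be a source and was not tested. Leaving this library out raised the counts of changed genes to 214 in D1 MSN-like and 118 in D2 MSN-like nuclei.

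Clusters 28 and 35, both unnamed, came mostly from heterozygous replicate 3, with 95.7% of 281 and 83.3% of 186 nuclei. The leading genes were Ano1 and Trpc4 in the first and Ebf2 and Ebf3 in the second. No explanation was tested for them.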
